# Identification of Competing Endogenous RNA and Micro-RNA Profiles and Regulatory Networks in 4-Nonylphenol-induced Impairment of Sertoli Cells

**DOI:** 10.3389/fphar.2021.644204

**Published:** 2021-05-18

**Authors:** Wenjie Liu, Zhaokai Wang, Xiaopeng Hu

**Keywords:** 4-nonylphenol, androgen receptor, sertoli cell, circRNA, ceRNA

## Abstract

The xenoestrogens nonylphenols (NPs), which are materials used in the plastic polymer industry, are considered endocrine disruptors in a wide range of organisms. Studies have shown that human health problems, such as infertility and reproductive toxicology, are linked with NPs. However, the mechanism by which NPs interfere with male reproduction is not fully elucidated. Here, we found that 4-NP can result in male reproductive impairment and reduce androgen receptor (AR) protein levels in rat sertoli cells *in vitro* and *in vivo*. Moreover, we performed RNA sequencing to assess the differential expression of ceRNAs in rat primary sertoli cells treated with 4-NP. Bioinformatics methods, such as Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) database and ceRNA functional network analyses, were used to investigate the sequencing data and gain further understanding of the biological processes. Our analysis revealed a core set of mRNAs (*Ar*, *Atf6* and *Cbp*), and circRNAs (*circ673*, *circ1377*, *circ1789*, and *circPTEN*) that were selected and validated by RT-qPCR. In addition, the head-to-tail splicing of *circ673*, *circ1377*, *circ1789*, and *circPTEN* was identified by Sanger sequencing. These findings provide the first insight into the ceRNA expression profiles of rat sertoli cells and reveal that ceRNAs participate in 4-NP-induced impairment of sertoli cell function, thereby indicating potential therapies for both reproductive toxicology and male infertility.

## Introduction

Nonylphenols (NPs) are some of the most widely used synthetic xenoestrogens in laundry and dish detergents, textiles, plastics, pesticides, paper and personal care products. Considering that NPs are so widely used because of their numerous applications, humans are unavoidably exposed, most likely throughout their lifetimes. A study by the Centers for Disease Control and Prevention (CDC) detected NPs in the urine of >50% of Americans sampled in 2005 (Calafat et al., 2005). Another previous study showed that NPs can induce changes in the metabolism and secretion of endogenous hormones and increase the risk of numerous pathologies, including prostate cancer. Recently, NPs have attracted considerable attention due to their estrogenic potential as well as their ability to induce the development of diabetes Yu et al. (2018), cancer Forte et al. (2016), Gan et al. (2014) and reproductive diseases (El-Dakdoky and Helal, 2007). Moreover, adverse effects of NPs on male reproductive function have been demonstrated in fish Ishibashi et al. (2006), ducks Cheng et al. (2016), mice Jambor et al. (2017), rats Kazemi et al. (2016) and humans.

Previous reports have shown that sperm counts in men have dropped by 50% over the last half-century. The intense ongoing drop in sperm count has been linked to a wide range of factors, such as exposure to certain chemicals. Some man-made compounds, known as “environmental hormones” or xenoestrogens, are considered to mimic the behavior of natural estrogen in the body and result in inappropriate programming of the reproductive system. Such compounds have traditionally been blamed for the recession in male reproductive health and fertility. NPs are classical xenoestrogens with long-lasting toxicity that are harmful to the reproductive systems of animals and humans. It is well known that there is a balance of sex hormones in the body that controls multiple aspects of reproductive development. However, how xenoestrogens, including NPs, cause endocrine disruption is unclear.

Spermatogenesis and male fertility are dependent upon sertoli cells (Dubois and Callard (1989), Hu et al. (2015), Johnson et al. (2008), Shinohara et al. (2003), which provide nourishment and mechanical support to germ cells (Rich and de Kretser, 1983). Every sertoli cell supports only a certain number of germ cells (Berndtson and Thompson, 1990; Johnson et al., 2008). sertoli cells also synthesize and secrete some functional products that are important for support and nourishment of germ cells and for initiation of spermatogenesis (Dubois and Callard, 1989; Alves et al., 2013). Several studies have reported that NPs induce apoptosis, autophagy and necrosis in sertoli cells (Choi et al., 2014; Duan et al., 2016; Duan et al., 2017).

Previous studies have revealed that androgen receptor (AR) is not expressed in germ cells (GCs) but is expressed in Leydig cells (LCs), myoid cells (MCs) and sertoli cells (SCs) (De Gendt and Verhoeven, 2012). sertoli cell AR (SCARs) is critical for regulation of testicular development and for ongoing maintenance of spermatogenesis Holdcraft and Braun (2004), and disruption of AR in SCs leads to meiosis arrest and male infertility in mice (Chang et al., 2004; De Gendt et al., 2004; Lim et al., 2009). NPs have been interpreted to mimic the natural sex hormone estradiol given their binding affinity for AR, estrogen receptors (ERα and ERβ), peroxisome proliferator-activated receptors (PPARs) and aryl hydrocarbon receptors (AHRs) (Laws et al., 2000; Cavanagh et al., 2018). NPs have also been reported to affect the expression of cell receptors in sertoli TM4 cells of mice, and the mRNA expression of AR is downregulated after NP exposure (Liu et al., 2014).

Studies have shown that circular RNAs (circRNAs) and competing endogenous RNAs (ceRNAs) are involved in testis development and spermatogenesis (Dong et al., 2016; Ge et al., 2019; Meng et al., 2019; Jia et al., 2020). ceRNAs include all RNA transcripts, including protein-coding messenger RNAs (mRNAs) and non-coding RNAs, such as long noncoding RNAs (lncRNAs), circRNAs and pseudogenes, that can modulate each other by competing for shared microRNAs (miRNAs) (Qu et al., 2015). circRNAs and lncRNAs have an adsorptive effect on miRNAs, acting as miRNA "sponges" that naturally isolate and competitively inhibit miRNA activity (Qu et al., 2015). It has been reported that NPs exert effects Jubendradass et al. (2012) by regulating multiple signaling pathways; for example, they can change DNA methylation and histone modification (Jubendradass et al., 2012; Ghosh et al., 2019; Kim et al., 2019). NPs also induce apoptosis, autophagy and DNA damage *via* activation and modification of Poly ADP-Ribose Polymerase (PARP) and Histone H2AX in human keratinocytes (Kim et al., 2018). Several studies have reported that NPs induce apoptosis, autophagy and necrosis in sertoli cells *via* multiple signaling pathways (Han et al., 2004; Gong et al., 2009; Choi et al., 2014; Duan et al., 2016; Huang et al., 2016; Duan et al., 2017). However, the underlying ceRNA mechanism has not been clarified.

Here, we explored the expression of AR and ceRNAs, which may be relevant for 4-NP-induced reproductive impairment, and investigated ceRNA crosstalk (for example, with mRNAs, miRNAs, circRNAs, and lncRNAs) by strand-specific RNA sequencing.

## Materials and Methods

### Animals and Treatments

Male rats (6–9 weeks old, Sprague-Dawley) were purchased and allowed to acclimate for approximately one week before being used in the study. The animals were subjected to 12 h/12 h light/dark cycles in temperature-controlled rooms. Water and food were provided ad libitum. 4-Nonylphenol (100 mg/kg, Sigma-Aldrich) was dissolved in olive oil and then applied by (ip) injection, while the equivalent volume of vehicle alone was applied as a control. 4-Nonylphenol exposure was continued for 14 days. The rats were used for the experiments according to the animal care guidelines, and all animal procedures were approved by the Institutional Laboratory Animal Use and Care Committee of Xiamen University.

### Paraffin Sections and Hematoxylin Eosin Staining

Testicular samples were collected and incubated in 4% paraformaldehyde (PFA) for fixation on a rotator overnight at 4°C and subsequently embedded and sectioned using a rotary microtome (Leica). For hematoxylin eosin (HE) staining, the sections were deparaffinized in xylene, rehydrated in a graded series of ethanol washes, washed with tap water, and then stained with hematoxylin and eosin.

### Immunofluorescence Staining

For immunofluorescence staining, the sections were deparaffinized in xylene, rehydrated in a graded series of ethanol washes and washed with PBS. Then, antigen retrieval was performed in a microwave oven for 20 min in antigen-unmasking solution. The activity of endogenous peroxidase was blocked by 3% hydrogen peroxide in methanol, and nonspecific staining was blocked with a BSA solution for 30 min. The testicular sections were incubated with a primary antibody against androgen receptor (AR, Santa Cruz) overnight at 4°C and subsequently washed three times in PBS. Then, an IgG-Alexa 594 (Invitrogen-Molecular Probes) secondary antibody was applied for 1 h at 37°C. The sections were mounted in antifade fluorescence mounting medium with DAPI (Invitrogen). The slides were imaged using an Olympus microscope (BX51) with a digital camera.

### Primary Sertoli Cell Culture and Treatments

Isolation and culture of primary sertoli cells were performed as described in a previous study (Hu et al., 2015). The testes were harvested from rats (5–10-day-old Sprague-Dawley rats) and processed for sertoli cell enrichment. Briefly, the testes were sliced using a razor blade into fine (∼1 mm wide) pieces and digested with trypsin (1 mg/ml, Gibco) and DNase I (0.8 mg/ml, Sigma-Aldrich) in F12/DMEM for 20 min at 37°C. Then, the dissociated cells were passed through a 100 µm filter and subjected to centrifugation at 800 × g for 5 min, and the pellets were resuspended in 40 ml of a solution containing 0.01% soybean trypsin inhibitor, 0.8 mg/ml dnase I, 2 mM EDTA, and 1 M glycine for 10 min. The samples were then centrifuged at 800 × g for 5 min and collected. The collected samples were then suspended and further digested in a solution of collagenase I (Sigma-Aldrich, 1 mg/ml), DNase I (Sigma-Aldrich, 0.8 mg/ml) and hyaluronidase III (Sigma-Aldrich, 1 mg/ml) at 37°C for 20 min. The cells were then centrifuged at 800 × g for 5 min and collected. The resulting cells were cultured in F12/DMEM (1:1) containing 10% fetal bovine serum (FBS). Primary sertoli cells (P2) were treated with 0, 0.2, 0.5, and 1 mM 4-nonylphenol (Sigma-Aldrich) separately in a humidified incubator under 5% CO_2_ at 37°C.

### Western Blot Analysis

After treatment, sertoli cells were collected, and the protein content of the supernatant was detected with a Thermo Scientific Pierce BCA Protein Assay Kit. The protein samples were run and separated by SDS polyacrylamide gel electrophoresis. After electrophoresis, a Trans-Blot system (Bio-Rad) was used to transfer the proteins to PVDF membranes at 90 V for approximately 1–2 h. The blots were blocked with 5% (w/v) nonfat skimmed milk for 60 min at room temperature. Then, the membranes were incubated with primary antibodies against androgen receptor (AR, Santa Cruz) overnight at 4°C. Subsequently, horseradish peroxidase (HRP)-conjugated secondary antibodies were added, and the blots were incubated for 60 min at room temperature. The results were detected with enhanced chemiluminescence (ECL) solution. The immunoblots were finally photographed using a Bio-Rad image analyzer.

### RNA Isolation

Total RNA was extracted from 4-NP-treated primary sertoli cells for bulk RNA sequencing using an RNA extraction kit (TaKaRa, Dalian, China), and the A260/A280 values were quantified in the range of 1.8–2.1. Quality control of the RNA was performed, and the RNA met the sequencing requirements. Raw sequencing data have been submitted to the NCBI Sequence Read Archive under accession number GSE167912.

### Computational Analysis of ceRNAs

Quality control of the raw reads was performed with a standard procedure and verified with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) in this study. We used the R package edgeR to analyze the differentially expressed ceRNAs, and ceRNAs with log2 values > 1 or log2 values < −1 were selected as significantly differentially expressed (*p* < 0.05).

### GO and KEGG Enrichment Analyses

To further perform bioinformatics analysis, the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases were used to analyze the differentially expressed circRNA cognate mRNAs, lncRNA targets and mRNAs. GO terms and KEGG pathways with corrected *p* values <0.05 were significantly enriched.

### Quantitative PCR Analysis

Tissue was immediately saturated in RNAlater until analysis. Total RNA from sertoli cells was reverse-transcribed into cDNA with a HiScript Reverse transcriptase Kit (Vazyme). Quantitative PCR was performed with Fast Start universal SYBR Green Master Mix (Roche) in a Real-Time PCR System (7,500, ABI). *Gapdh* transcript levels were used to normalize the relative expression of the target genes. The primer pairs (circRNAs and mRNAs) for quantitative PCR are shown in Supplementary Table S1.

### Prediction of miRNA Targets and Construction of a ceRNA Network

The 3’ untranslated regions (UTRs) of mRNAs, circRNAs and lncRNAs were used to predict miRNA targets with miRanda and TargetScan. As circRNAs and lncRNAs contain multiple miRNA binding sites, both are considered ceRNAs that bind to miRNA competitively and indirectly influence mRNA expression. A network of ceRNA interactions, such as lncRNA/miRNA/mRNA and circRNA/miRNA/mRNA interactions, was constructed with local Perl scripts.

### Statistical Analysis

The data analyses were performed with GraphPad Prism 7. Probability values of < 0.05 were considered to indicate statistical significance.

## Results

### Morphological Alterations of Testes in 4-NP-Treated Rat

The morphology of 100 mg/kg/day 4-NP-treated (for 14 days) rat testes groups was examined by HE staining. Histological examinations of 4-NP-treated rats showed severe damage and arrest of spermatogenesis (Figure 1A) and testes that were significantly smaller than those in the control group (Figure 1B). Compared with the seminiferous tubules in the control group, which contained the full complement of germ cells, those in the 4-NP-treated group had smaller diameters, and only morphologically normal sertoli cells and undifferentiated spermatogonia cells were observed in the 4-NP-treated group (Figure 1A) and the seminiferous epithelium was also completely lacking in differentiated germ cells; at the basal membrane, only sertoli cells and undifferentiated spermatogonia were observed (Figure 1A). Moreover, although immunofluorescence analysis revealed that the signal intensity of AR in 4-NP-treated groups was weaker than that of the controls, the numbers of AR-positive cells (sertoli cells) in tubules were not significantly lower in 4-NP-treated rat testes than in control testes *in vivo* (Figure 1C). This result suggested that 4-NP maybe decreased the expression of AR and impair the function of sertoli cells.

**FIGURE 1:**
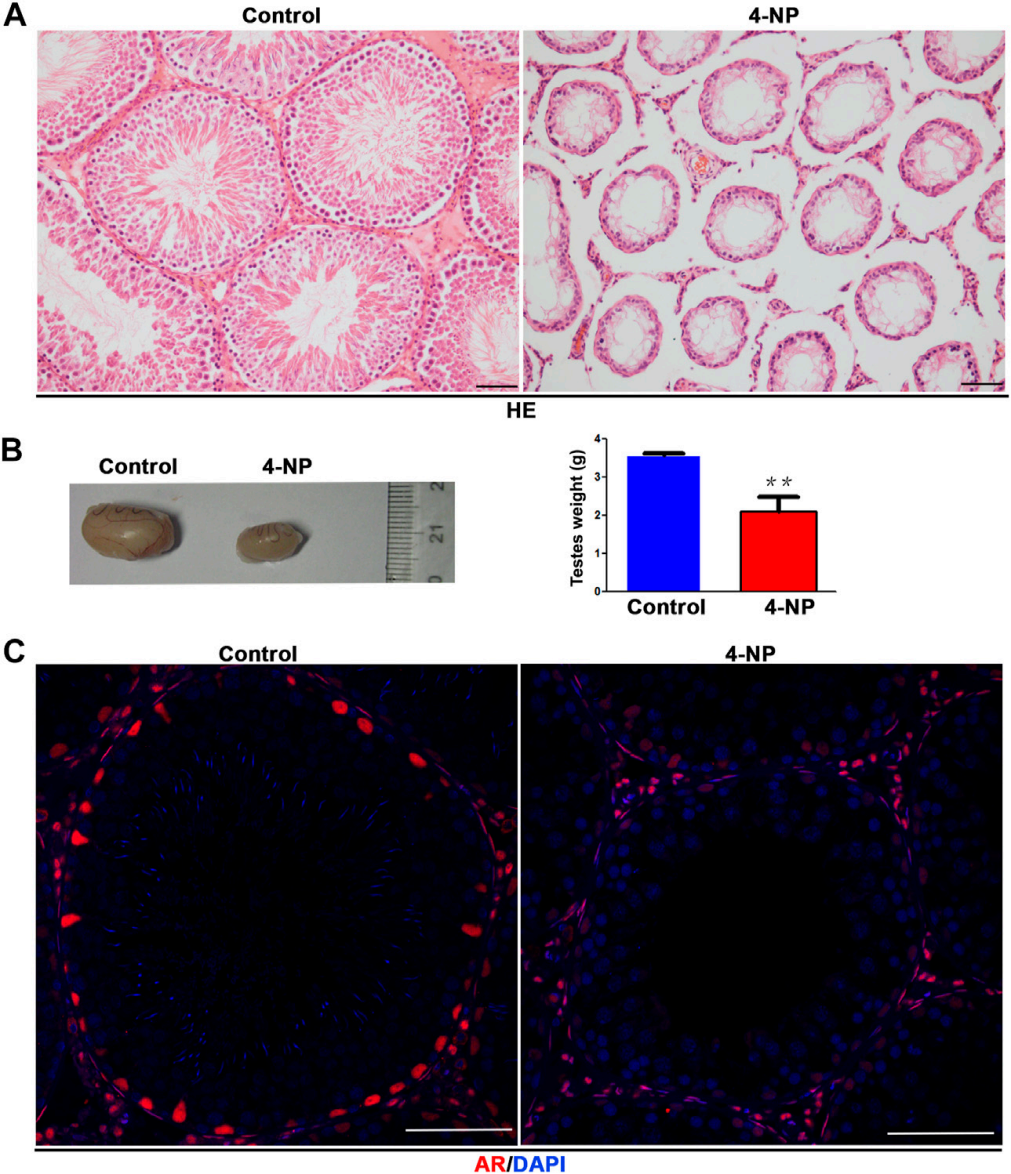
4-NP has significant male reproductive toxicity and can reduce the protein expression of androgen receptor (AR) in sertoli cells of rat. **(A)** Histological examinations of 4-NP-treated (100 mg/kg/day; for 14 days) rats showed damage and arrest of spermatogenesis. Scale bar, 50 μm. **(B)** 4-NP (100 mg/kg/day; for 14 days) reduced the sizes and weights of rat testes. The values are expressed as the mean ± standard error of the mean (SEM) for Eight rats. Statistical analysis was performed using Student’s t-test. Asterisks denote statistical significance; **p < 0.01, ***p < 0.001. **(C)** Immunofluorescence staining of the AR protein in seminiferous tubules of 4-NP-treated (100 mg/kg/day; for 14 days) rats. The number of AR-positive cells in per tubule (cross section) in section of each testis tissue (Eight 4-NPs, Eight controls, Ten tissue sections per testis) was counted. Statistical analysis was performed using Student’s t-test. Scale bar, 50 μm.

### 4-NP Exposure Decreases the Expression of Testicular AR

Then, to evaluate whether 4-NP impaired the function of sertoli cells and reduced the expression of AR, we investigated the effect of 4-NP on rat primary sertoli cells *in vitro* and treated the cells with differing concentrations of 4-NP (0, 0.2, 0.5, and 1 mM) at 24 h. When compared with no 4-NP-treated rat primary sertoli cells, there were no morphological alterations in sertoli cells exposed to 4-NP (0.2 and 0.5 mM) and no apparent change in the numbers of sertoli cells exposed to 4-NP (0.2 and 0.5 mM), but cell death and decreased numbers of cells were observed in 1 mM 4-NP-treated group (Figure 2A). Furthermore, we investigated the changes in the protein levels of AR in primary sertoli cells associated with 4-NP exposure. Sertoli cells were exposed to 4-NP (0, 0.2, 0.5, and 1 mM), and the AR levels in the sertoli cells were determined by western blot analysis (Figure 2B). The protein levels of AR were significantly lower in the 0.2, 0.5, and 1 mM 4-NP-treated cells than in the control cells (Figure 2B). These findings revealed that 4-NP reduced AR protein levels in rat sertoli cells and impaired sertoli cell function.

**FIGURE 2:**
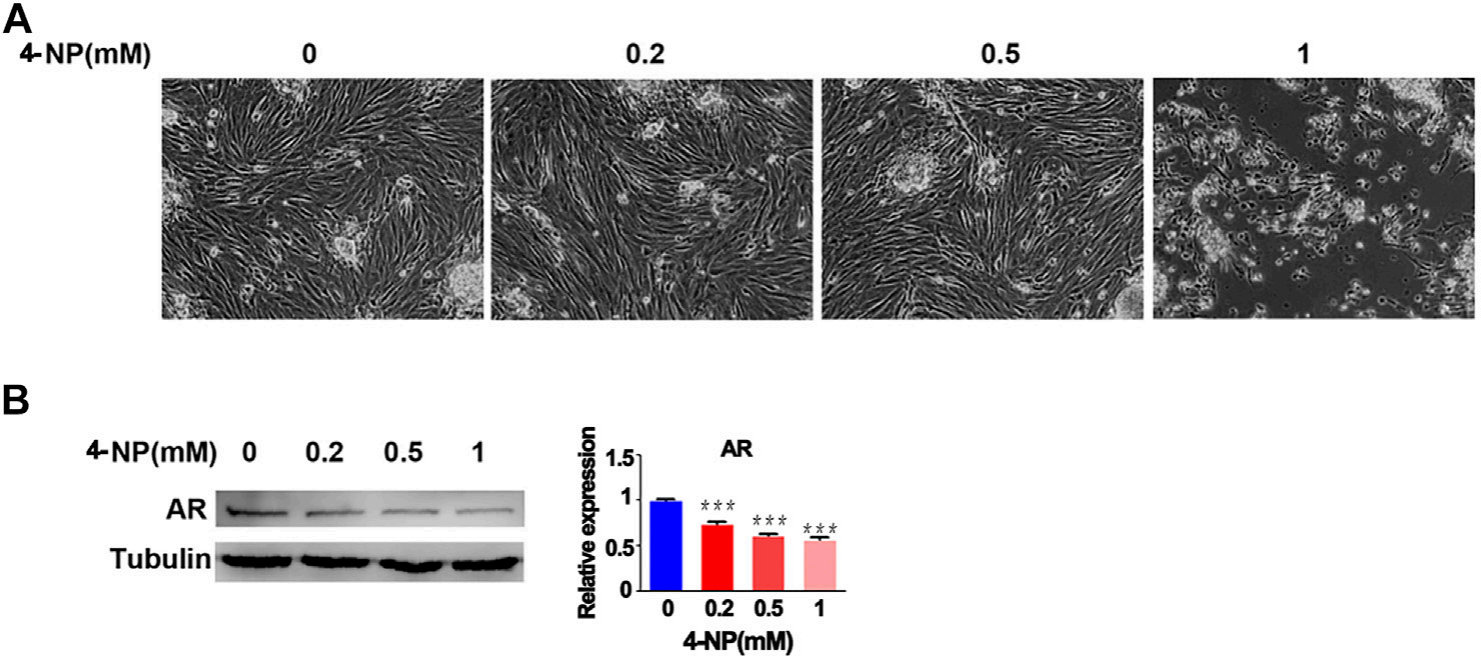
4-NP treatment of rat sertoli cells *in vitro*. Morphological alterations in sertoli cells exposed to differing concentrations of 4-NP **(A)** and change in the numbers of sertoli cells exposed to differing concentrations of 4-NP **(B)**. Whole cell extracts were prepared and analyzed by western blotting with antibodies against AR and loading control Tubulin. The values are expressed as the mean ± standard error of the mean (SEM). Statistical analysis was performed using Student’s t-test. Asterisks denote statistical significance; **p < 0.01, ***p < 0.001.

### Analysis of Differentially Expressed miRNAs, CircRNAs, lncRNAs and mRNAs in 4-NP-Treated Rat Primary Sertoli Cells *in vitro*

To uncover the ceRNA mechanism underlying the effect of 4-NP on sertoli cells *in vitro*, systematic ceRNA/small RNA sequencing (ceRNA/small RNA-Seq) was performed. Raw sequencing data have been submitted to the NCBI Sequence Read Archive under accession number GSE167912. 

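Small RNA was sequenced from primary sertoli cells, the somatic cells of the seminiferous tubule, after culture with or without 4-NP, an alkylphenol with estrogen-like action. There were 3 control samples and 3 samples treated with 0.5 mM 4-NP, each collected at 24 h. Short RNA was excised from a gel, ligated to adapters that carried molecular identifiers, amplified and sequenced. The authors deposited the number of reads they counted on each small RNA, without normalization, in 1 table of 2363 rows. Of these rows, 734 were mature miRNAs, of which 673 were known and 61 were predicted by the authors. The paper's text names neither the aligner nor the miRNA database or genome build behind these counts. Control samples 1, 2 and 3 had 23426742, 23097370 and 22291892 reads on mature miRNAs, and 4-NP samples 1, 2 and 3 had 22130929, 20023200 and 21895453. These reads made up 81.9 to 85.2% of all counted reads per sample. A single miRNA, miR-21-5p, was the most abundant in every sample and took 62.0 to 63.9% of the mature miRNA reads. In the sample with the fewest reads, 3 reads corresponded to 0.150 CPM (counts scaled to the same number of mature miRNA reads in each sample, as edgeR gives them), which was taken as the limit of detection. These reads were not collapsed to molecules, so such limits cover counting error only. The counts were scaled by the TMM method of edgeR and tested with its quasi-likelihood F test, without a replicate block, after removal of miRNAs with low counts by the filterByExpr function, which left 549 miRNAs. The 6 samples were kept as separate replicates, as they are labelled. The counts of each pair of replicates of a group differed, with chi-square values per degree of freedom of 168 to 1006, a comparison with counting error only.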

We included three controls and three 4-NP (0.5 mM)-treated sertoli cell samples in the miRNA-Seq experiment, and we included two controls and two 4-NP (0.5 mM)-treated sertoli cell samples in the ceRNA-Seq experiment. The ceRNA/miRNA-Seq data were analyzed by bioinformatics methods. Strict filtering methods were used to compare the 4-NP group and the control group (fold change: >2 or < 0.5; *p* < 0.05) (Supplementary Figures S1A, S2A, S3A, S4A). We identified 54 upregulated and 82 downregulated miRNAs (Supplementary Figure S1B), 465 upregulated and 419 downregulated circRNAs (Supplementary Figure S2B), 74 upregulated and 191 downregulated lncRNAs (Supplementary Figure S3B), and 1,747 upregulated and 2,659 downregulated mRNAs (Supplementary Figure S4B).

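In the miRNA-Seq counts, 32 miRNAs were higher and 54 were lower in the 4-NP-treated samples at a fold change over 2 or under 0.5 and an unadjusted p under 0.05 from edgeR's quasi-likelihood test of 3 against 3 samples. With Benjamini-Hochberg adjustment over the 549 miRNAs and no limit on the fold change, 41 miRNAs were higher and 70 were lower at an adjusted p under 0.05. The setting that moved the number of higher miRNAs most was limma on log2(CPM + 1), which gave 18 higher and 37 lower. Of the 136 names in Figure 3A, 135 were matched to a counted miRNA, and all 86 miRNAs past the thresholds were among them. Of these 86, 2 (miR-3596a and miR-434-3p) come from genes that overlap another miRNA gene in the GRCr8 assembly, and their counts moved in opposite directions to those of the overlapping gene between samples of one group. The filter on low counts removed 32 of the 135, and 29 of these had a mean of fewer than 10 reads per sample. The 3 samples of one group lay entirely above the 3 of the other for 238 of the 549 miRNAs, or 43.4%, where chance gives 10%.

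Among the miRNAs without overlap between the groups, the 5 with the largest fitted rises included the authors' predicted novel_mir48, which had 0 reads in all controls and 3.45 ± 0.250 CPM (SD, n = 3) after 4-NP. Measured against a limit of 3 reads in the controls, it was at least 26.1-fold higher. The predicted novel_mir3 rose from 0.783 ± 0.679 to 26.2 ± 3.19 CPM (SD, n = 3 each). Its log2 fold change was 5.08 (standard error 0.91, adjusted p = 0.00946 from edgeR's quasi-likelihood test). miR-451-5p rose from 21.2 ± 18.4 to 337 ± 302 CPM (SD, n = 3 each), with 247 to 895 reads per control sample and 1300 to 13743 per 4-NP sample and an adjusted p of 0.0363 from the same edgeR test. This call was lost when either of control replicates 1 and 2 or of 4-NP replicates 2 and 3 was left out (adjusted p of 0.0689 to 0.123 in those edgeR fits). miR-182 rose from 11.7 ± 1.10 to 64.7 ± 11.5 CPM (SD, n = 3 each), a log2 fold change of 2.46 (standard error 0.17, adjusted p = 0.000256 in edgeR). For miR-96-5p the log2 fold change was 1.69 (standard error 0.23).

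The 5 largest fitted falls were those of miR-880-3p, miR-871-3p, miR-883-5p, miR-871-5p and miR-3580-3p. The fall with the smallest standard error was that of miR-871-5p, from 102 ± 5.64 to 8.08 ± 0.175 CPM (SD, n = 3 each), a log2 fold change of -3.66 (standard error 0.13, adjusted p = 2.19e-05 in edgeR). miR-883-5p had a log2 fold change of -3.99 (standard error 0.26) and miR-3580-3p one of -3.38 (standard error 0.35). For miR-880-3p the log2 fold change was -5.16 (standard error 0.96), from 269, 291 and 260 reads in the controls to 21, 0 and 1 after 4-NP. Without 4-NP replicate 1 the fitted value was -8.64, and as the remaining 2 treated samples were under 3 reads, miR-880-3p was then at least 82.6-fold lower. For miR-871-3p it was -4.68 (standard error 1.21), and its adjusted p of 0.0363 in edgeR rose above 0.05 in 4 of the 6 fits that each left out 1 sample, to 0.109 at most, while without 4-NP replicate 3 the log2 fold change was -6.78.

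**Figure D1:**
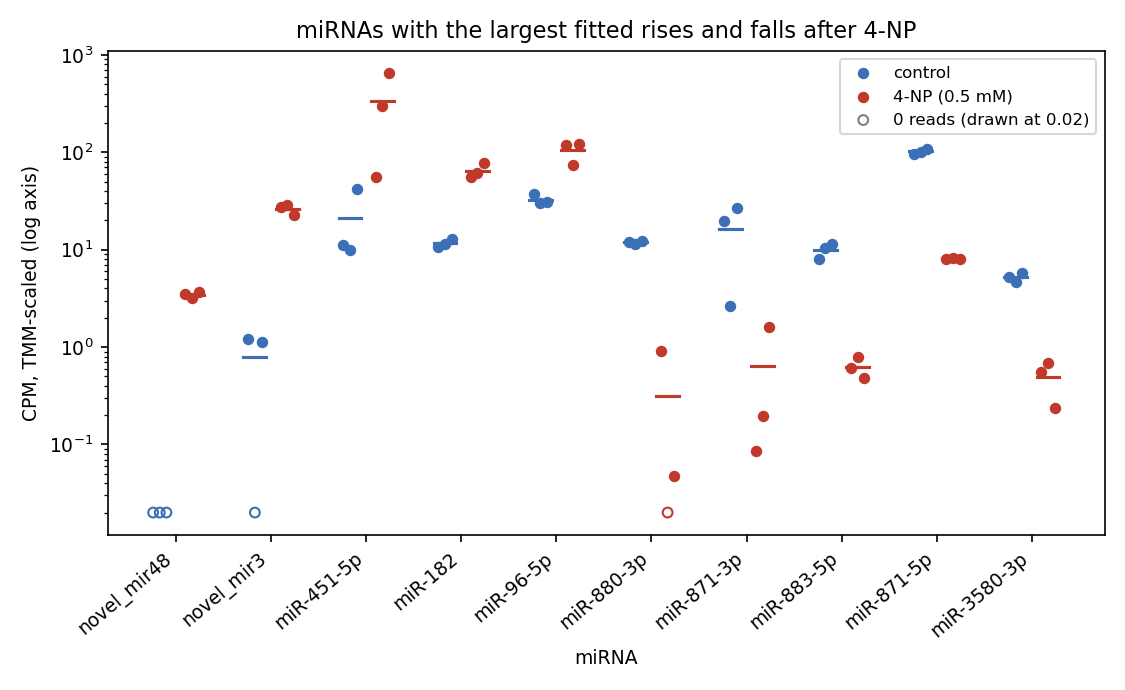
TMM-scaled CPM on a log axis for the 5 miRNAs with the largest fitted rises and the 5 with the largest fitted falls, for each of the 3 control and 3 4-NP samples. Points are samples, horizontal lines are group means, and open circles mark samples with 0 reads. For each miRNA shown, the samples of one group lie above all those of the other, and miR-451-5p has the widest spread after 4-NP (SD 302 CPM).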

FastQC quality control was performed. A Q-score higher than 10 (error rate < 10%) was required for each replicate for circRNAs (Supplementary Figure S2D) and lncRNAs (Supplementary Figure S3E). The variability of the ceRNA sequences in 4-NP-treated samples relative to controls is displayed in box plots (Supplementary Figures S2C, S3C, S4C). In addition, the correlation coefficients of the replicated samples had good consistency (Supplementary Figures S1C, S3D).

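For the miRNA counts, replicate correlation was computed across the tested miRNAs as Pearson's r of log2(CPM + 1). The 3 pairs of control samples had r values of 0.980 to 0.987, with a mean of 0.983, and the 3 pairs of 4-NP samples had values of 0.978 to 0.981, with a mean of 0.979. The 9 pairs made of 1 control and 1 4-NP sample had values of 0.955 to 0.967, so each pair within a group correlated more closely than each pair across the groups. These are correlations across miRNAs, which are not independent replicates, and no p was computed from them. With Spearman's rho in place of Pearson's r, the means were 0.972 for the controls and 0.968 for the 4-NP samples.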

For miRNAs and ceRNAs. The length distribution of small RNAs is shown in Supplementary Figure S1D, and the precision of the RPKM analysis for the mRNA-Seq experiments is shown in Supplementary Figure S4D. Moreover, based on the differentially expressed miRNAs (Figure 3A), circRNAs, lncRNAs, and mRNAs, a tree was generated by MeV_4_9_0 cluster analysis. 

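The tree of the samples was built here on all 549 tested miRNAs, which were not selected for a difference between the groups, with average linkage on the distance 1 - r. The mean distance was 0.0191 between samples of one group and 0.0369 between samples of different groups, a difference of 0.0177. Of the 10 ways to split the 6 samples into groups of 3, the split into control and 4-NP samples gave the largest difference (exact permutation test, one-sided p = 0.1, the smallest p that 3 samples against 3 allow). The first branch of the tree parted the 3 control samples from the 3 4-NP samples. When the tree was limited to the 86 miRNAs past the thresholds, which were chosen for a difference between these groups, the difference in distance was 0.161. The paper draws trees of its differentially expressed miRNAs, circRNAs, lncRNAs and mRNAs, cites those of the circRNAs, lncRNAs and mRNAs (Figures 3B–D) for the separation of treated samples from controls, and proposes from it that ceRNA expression could be used to separate the groups.

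**Figure D2:**
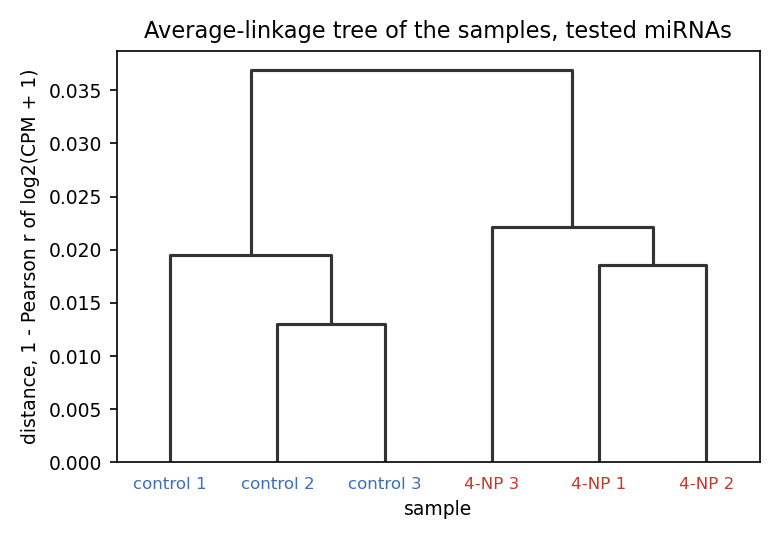
Average-linkage tree of the 6 miRNA-Seq samples over the 549 tested miRNAs. The vertical axis is the distance, 1 minus Pearson's r of log2(CPM + 1), with control samples in blue and 4-NP samples in red. The control and 4-NP samples join last, at a distance of 0.0369.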

The tree clearly separated 4-NP-treated samples from controls (Figures 3B–D). These results indicated that ceRNA expression could be used to robustly separate control and 4-NP-treated samples.

**FIGURE 3:**
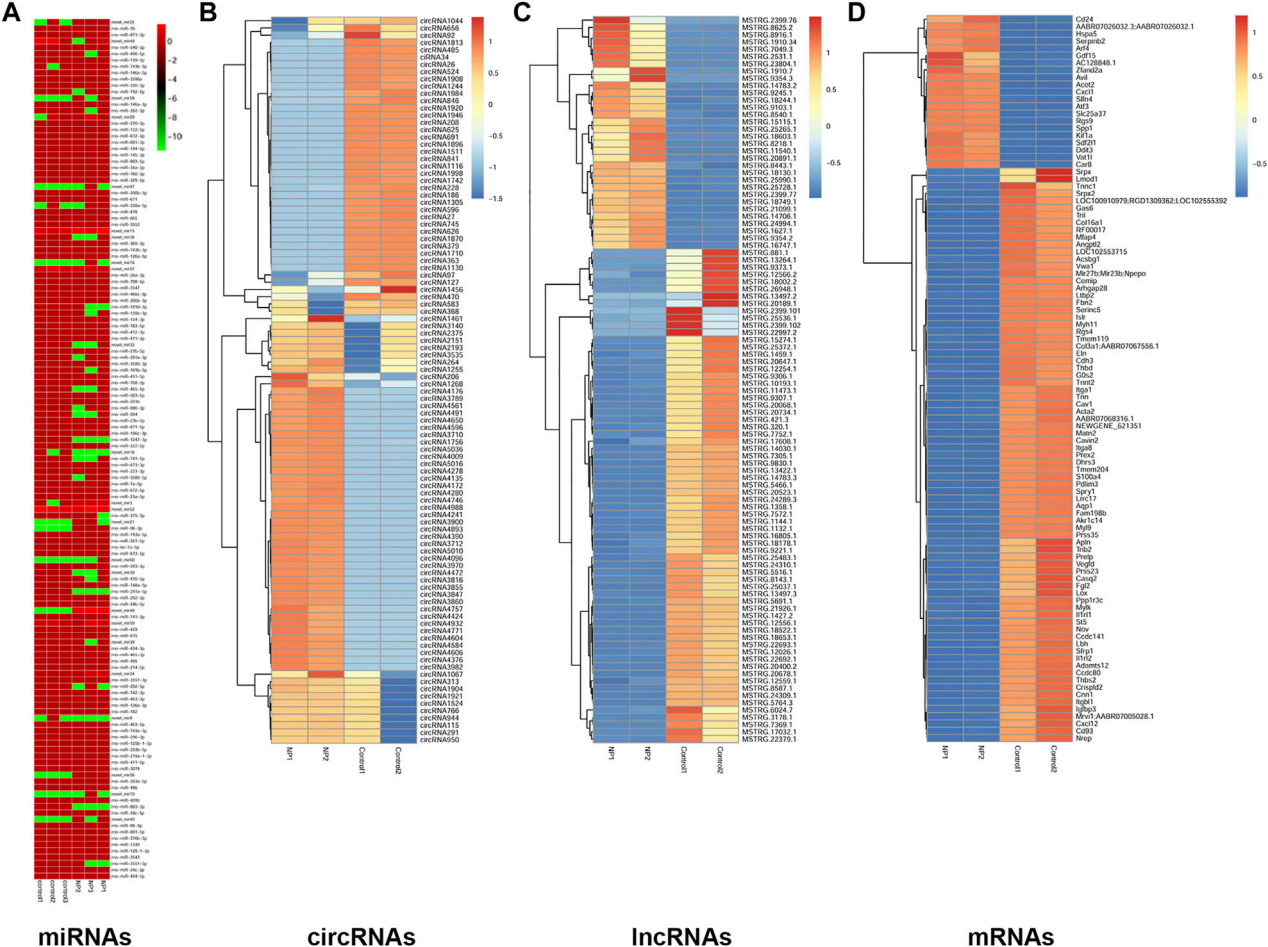
Hierarchical clustering of miRNAs **(A)**, circRNAs **(B)**, lncRNAs **(C)**, and mRNAs **(D)** in rat sertoli cells between 4-NP (0.5 mM)-treated rats and controls. The color bar presents the expression level of miRNA.

### GO Enrichment of Differentially Expressed miRNAs, CircRNAs, lncRNAs and mRNAs in 4-NP-Treated Rat Primary Sertoli Cells *in vitro*

We determined the functional categories of differentially expressed miRNAs, circRNAs, lncRNAs and mRNAs between 4-NP-treated rat primary sertoli cells (0.5 mM, *in vitro*) and without 4-NP treatment *via* GO analysis to further understand the biological processes that may be mediated by these differentially expressed molecules in 4-NP-treated cells. For differentially expressed miRNAs, 827 GO terms in the category of biological processes were significantly enriched.

As shown in Figure 4A, the top 10 biological process terms with significant enrichment were the developmental process, regulation of developmental process, cell differentiation, cellular developmental process, tissue development, phosphate-containing compound metabolic process, protein phosphorylation, regulation of cell communication, macromolecule modification, and transport terms.

**FIGURE 4:**
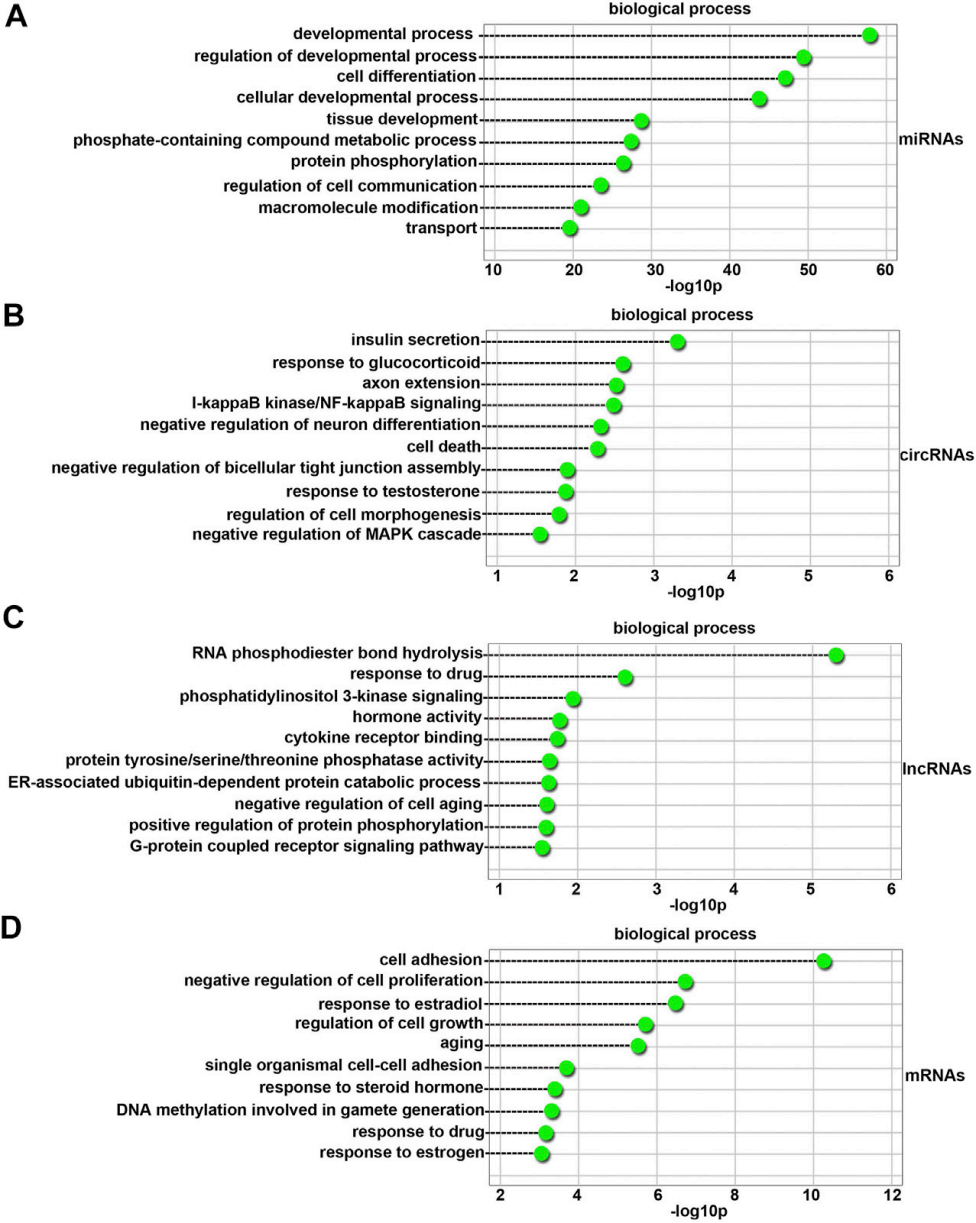
GO biological process analysis of differentially expressed miRNAs **(A)**, circRNAs **(B)**, lncRNAs **(C),** and mRNAs **(D)** between 4-NP-treated rat primary sertoli cells (0.5 mM, *in vitro*) and without 4-NP treatment. The dashed lines indicate the *p* values of the top 10 GO biological processes.

A total of 100 differentially expressed circRNAs were annotated with GO terms. The top 10 biological process terms with significant enrichment are shown in Figure 4B. They were the insulin secretion, response to glucocorticoid, axon extension, I-kappaB kinase/NF-kappaB signaling, negative regulation of neuron differentiation, cell death, negative regulation of bicellular tight junction assembly, response to testosterone, regulation of cell morphogenesis, and negative regulation of mitogen-activated protein kinases (MAPK) cascade terms. Many of the biological process terms were related to sertoli cell development, such as the response to testosterone and negative regulation of the MAPK cascade terms.

A total of 100 differentially expressed lncRNAs were annotated with GO terms. As shown in Figure 4C, the top 10 biological process terms with significant enrichment were the RNA phosphodiester bond hydrolysis, response to drug, phosphatidylinositol 3-kinase signaling, hormone activity, cytokine receptor binding, protein tyrosine/serine/threonine phosphatase activity, ER-associated ubiquitin-dependent protein catabolic process, negative regulation of cell aging, positive regulation of protein phosphorylation, and G-protein coupled receptor signaling pathway terms. The most abundant terms were those associated with the functions of sertoli cells.

There were also one hundred GO terms that were significantly enriched for differentially expressed genes. As shown in Figure 4D, the top 10 biological process terms with significant enrichment were the cell adhesion, negative regulation of cell proliferation, response to estradiol, regulation of cell growth, aging, single organismal cell-cell adhesion, response to steroid hormone, DNA methylation involved in gamete generation, response to drug, and response to estrogen terms. The most abundant terms were those associated with the functions of sertoli cells and the medicinal properties of 4-NP.

### KEGG Enrichment of Differentially Expressed miRNAs, circRNAs, lncRNAs and mRNAs in 4-NP-Treated Rat Primary Sertoli Cells *in vitro*

One hundred fifty-six KEGG pathways (FDR < 0.05) were associated with differentially expressed miRNAs. As shown in Figure 5A, the top 10 enriched pathway terms were the Focal adhesion, Wnt signaling pathway, Hippo signaling pathway, MAPK signaling pathway, Gap junction, EGFR tyrosine kinase inhibitor resistance, tight junction, mTOR signaling pathway, Notch signaling pathway, and Adherens junction terms. These results indicated that 4-NP injured the blood-testis barrier (BTB) in sertoli cells *in vitro*.

**FIGURE 5:**
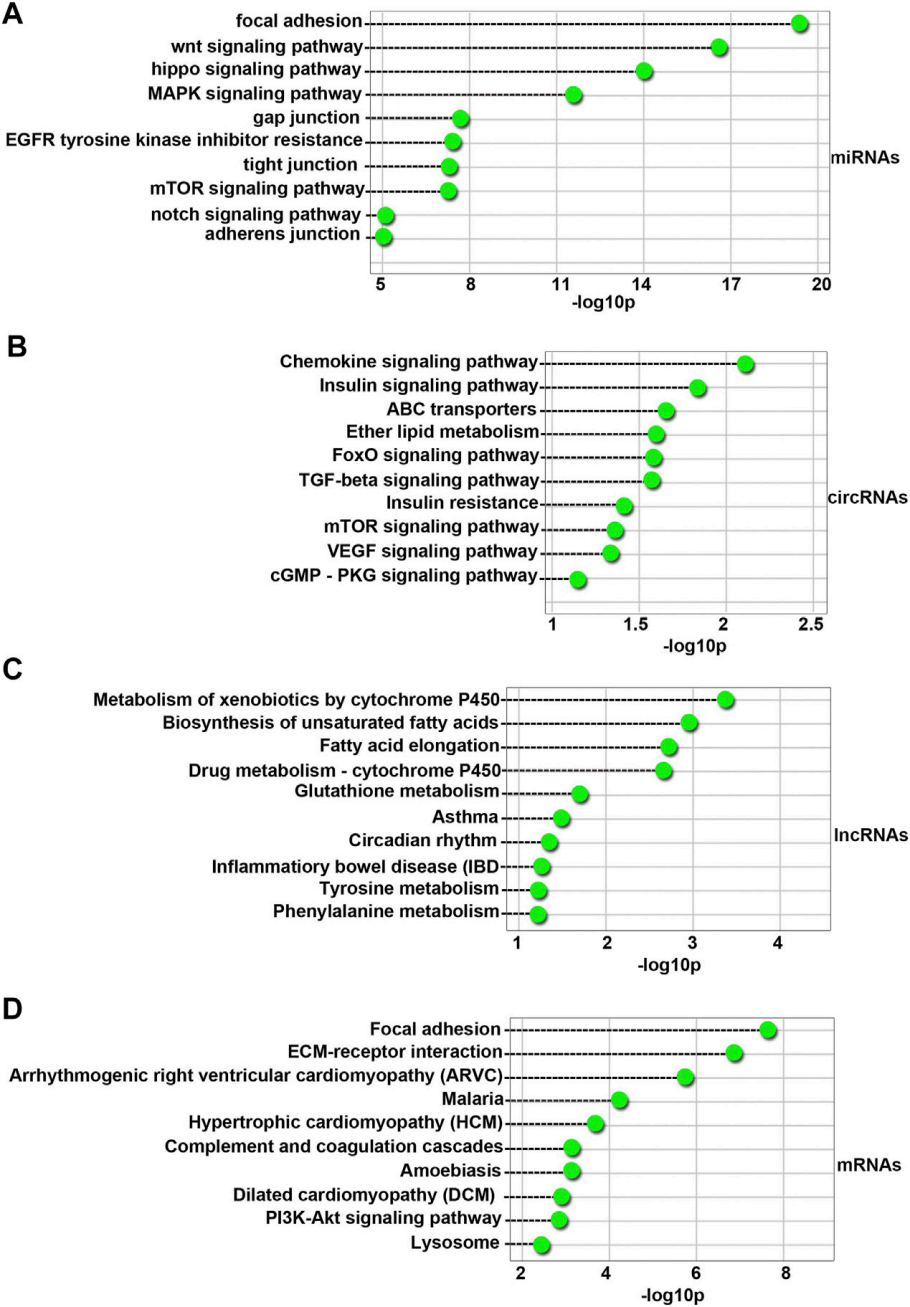
Top 10 enriched KEGG pathways for the differentially expressed miRNAs **(A)**, circRNAs **(B)**, lncRNAs **(C)**, and mRNAs **(D)** between 4-NP-treated rat primary sertoli cells (0.5 mM, *in vitro*) and without 4-NP treatment. The dashed lines represent the *p* values of the top Ten significantly enriched KEGG pathways.

Sixteen KEGG pathways (FDR < 0.05) were associated with host genes of differentially expressed circRNAs. As shown in Figure 5B, the top Ten enriched pathway terms were the Chemokine signaling pathway, Insulin signaling pathway, ABC transporters, Ether lipid metabolism, FoxO signaling pathway, TGF-beta signaling pathway, Insulin resistance, mTOR signaling pathway, VEGF signaling pathway, and cGMP-PKG signaling pathway terms.

Seven KEGG pathways (FDR < 0.05) were associated with differentially expressed lncRNAs. As shown in Figure 5C, the top 10 enriched pathway terms were the Metabolism of xenobiotics by cytochrome P450, Biosynthesis of unsaturated fatty acids, Fatty acid elongation, Drug metabolism - cytochrome P450, Glutathione metabolism, Asthma, Circadian rhythm, Inflammatory bowel disease (IBD), Tyrosine metabolism, and Phenylalanine metabolism terms.

Fifty-one KEGG pathways (FDR < 0.05) were associated with differentially expressed mRNAs. As shown in Figure 5D, the top 10 enriched pathway terms were the Focal adhesion, ECM-receptor interaction, Arrhythmogenic right ventricular cardiomyopathy (ARVC), Malaria, Hypertrophic cardiomyopathy (HCM), Complement and coagulation cascades, Amebiasis, Dilated cardiomyopathy (DCM), PI3K-Akt signaling pathway, and Lysosome terms.

### Validation of circRNAs and mRNAs Expression in 4-NP-Treated in 4-NP-Treated Rat Primary Sertoli Cells *in vitro*

A core set of mRNAs (*Ar*, *Atf6* and *Cbp*) and circRNAs (*circ673*, *circ1377*, *circ1789* and *circPTEN*) identified as differentially expressed by ceRNA/miRNA-Seq (Figure 6A) were validated by real‐time quantitative polymerase chain reaction (RT‐qPCR). As shown in Figure 6A, the RT-qPCR results were highly consistent with the RNA-sequence data. In addition, we performed sanger sequencing of RT-qPCR products in PMD-19T plasmids, and the results shown in Figure 6B confirmed that the products were *circ673*, *circ1377*, circ*1789* and *circPTEN*. Melting curve analysis and agarose gel electrophoresis were used to check for the specificity of the RT-qPCR products.

**FIGURE 6:**
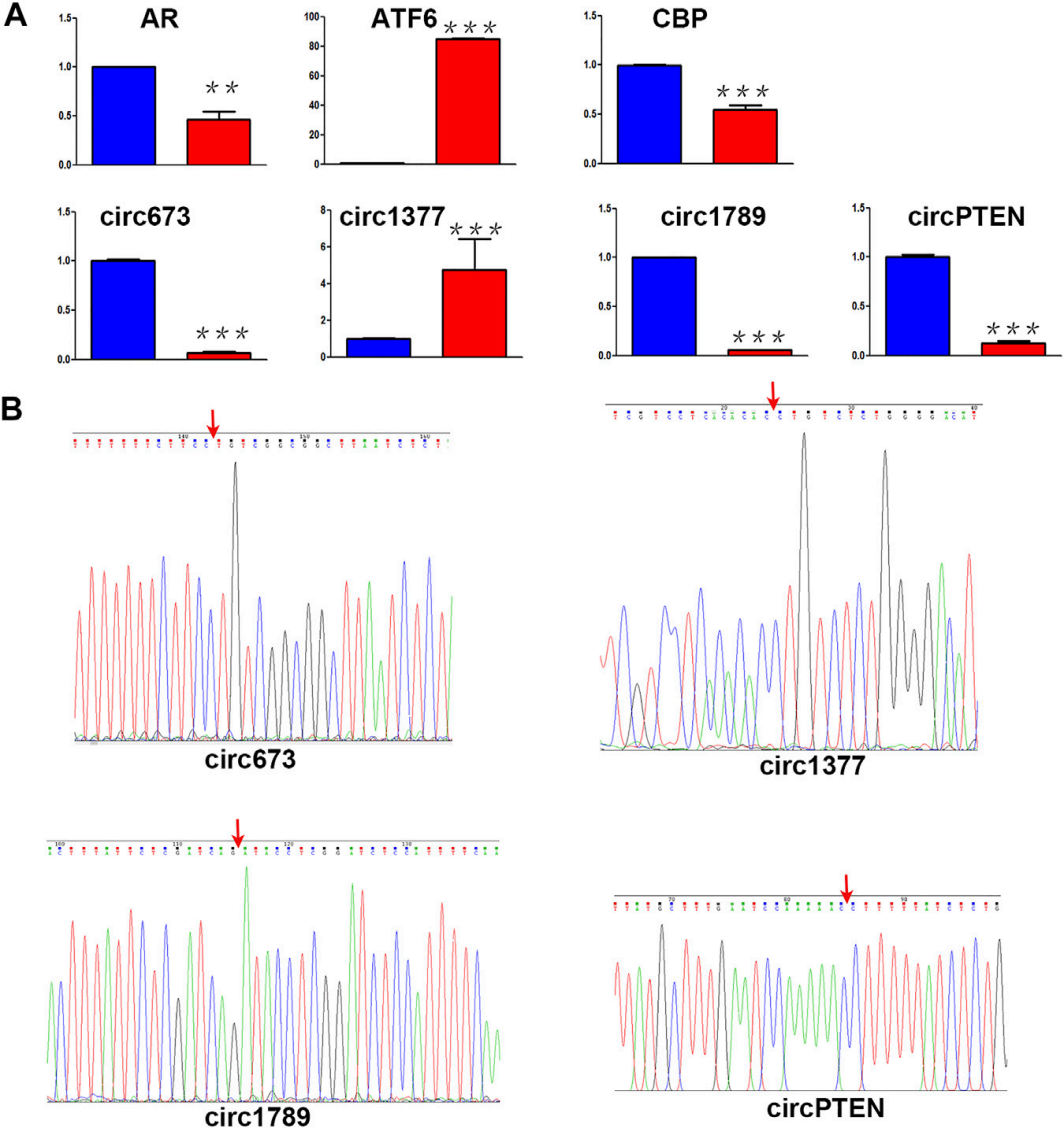
Identification of ceRNA **(A)** Differential RNA expression between 4-NP-treated rat primary sertoli cells (Red, 0.5 mM, *in vitro*) and without 4-NP treatment (blue) was validated by RT-qPCR **(B)** the head-to-tail splicing of *circ673*, *circ1377*, *circ1789*, and *circPTEN* was identified by Sanger sequencing.

### Global ceRNA Network Integration

Based on our sequencing data, we used Cytoscape_V2_8_3 to predict a global ceRNA network. As shown in Supplementary Table S2 and Figure 7, we conducted further characterization of circRNA-associated ceRNA networks and performed GO analysis of the biological processes. Notably, we observed that the target genes of this module were related to biological processes and molecular functions of sertoli cells, such as cell adhesion and bicellular tight junction formation. In addition, we selected *circ673*, *circ1377*, *circ1789*, and *circPTEN* from the global ceRNA network and predicted their ceRNA interactions based on our RNA-Seq data by using Cytoscape_V2_8_3. 

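Supplementary Table S3 lists the predicted pairs of these 4 circRNAs, which run through 8 miRNAs. In the miRNA-Seq counts, 4 of the 8 had enough reads to be tested, and 1 of them, miR-615, passed the fold change and p thresholds. miR-615 had 0.940 ± 0.151 CPM in the controls and 0.313 ± 0.0703 CPM after 4-NP (SD, n = 3 each), from 19, 28 and 18 reads against 6, 8 and 6. Its log2 fold change was -1.58 (standard error 0.34, adjusted p = 0.0203 from edgeR's quasi-likelihood test). Across its alternatives the adjusted p ran from 0.00306 to 0.0992. It was above 0.05 in DESeq2, with a replicate block (0.0699) and in 5 of the 6 fits that each left out 1 sample.

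miR-3557-5p had 125.5 ± 17.2 CPM in the controls and 211 ± 38.4 CPM after 4-NP (SD, n = 3 each), a log2 fold change of 0.75 (standard error 0.19, adjusted p = 0.0332 in edgeR). This call was lost in 5 of the 6 fits without 1 sample (adjusted p of 0.0551 to 0.101 in edgeR), all but the one without 4-NP replicate 3. It was also lost with edgeR's classic exact test (adjusted p = 0.075) and with a replicate block (adjusted p = 0.0931 in edgeR). It was lost too with the exact test without a filter on low counts, added after the values were seen (adjusted p = 0.0624). Its gene overlaps that of miR-378a in the GRCr8 assembly, so the counting could have split reads between them. miR-204-5p had 77.5 ± 20.8 CPM in the controls and 48.1 ± 1.70 CPM after 4-NP (SD, n = 3 each), with a log2 fold change of -0.69 (standard error 0.22, adjusted p = 0.0726 in edgeR), and it passed 0.05 with DESeq2 (adjusted p = 0.0333) and without control replicate 3 (adjusted p = 0.0145). The difference in miR-193a-5p, whose gene overlaps that of miR-3549 in GRCr8, did not pass the adjusted threshold (log2 fold change -0.42, standard error 0.23, adjusted p = 0.241 in edgeR). Of the 8 miRNAs, 2 had an adjusted p under 0.05 over all tested miRNAs, and 3 had one when it was adjusted over the list alone.

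The other 4 miRNAs were near or below the limit of detection. miR-3593-5p had 3, 9 and 4 reads in the controls and 9, 8 and 4 after 4-NP, and miR-3064-5p had 1, 4 and 1 against 7, 2 and 2, so no difference was detectable at this depth. miR-1956-3p and miR-3594-5p had at most 1 read in any sample.

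**Figure D3:**
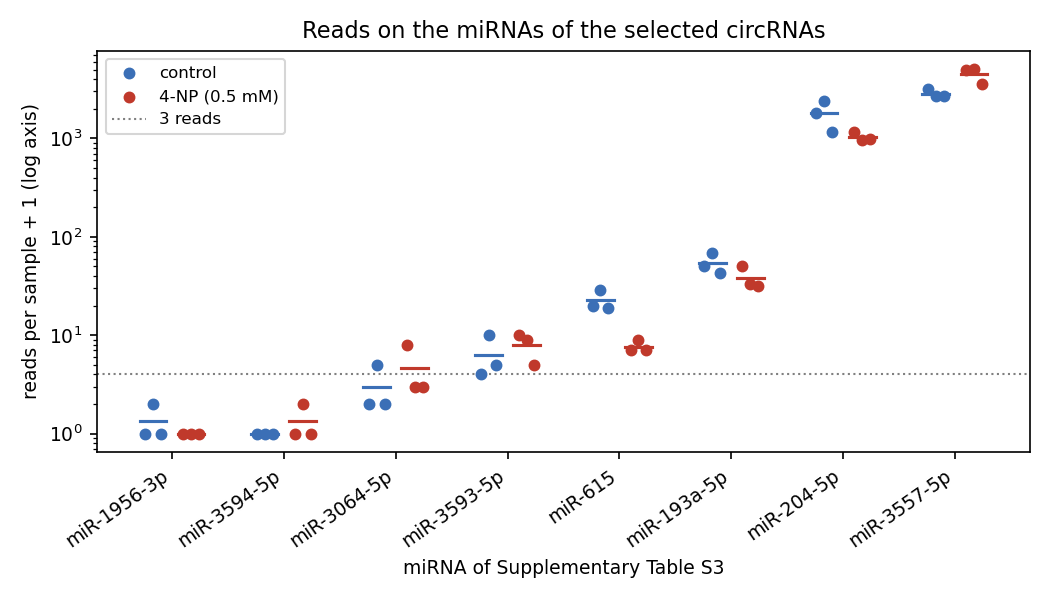
Reads per sample plus 1, on a log axis, for the 8 miRNAs of Supplementary Table S3 in 3 control and 3 4-NP samples. Points are samples, horizontal lines are group means, and the dotted line marks 3 reads. miR-1956-3p and miR-3594-5p lie below the line in all 6 samples.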

As shown in Supplementary Table S3, both *circ673* and *circ1789* were predicted to regulate the expression of AR through ceRNA interactions. Both *circ1377* and *circPTEN* were predicted to regulate the expression of ATF6 through ceRNA interactions.

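Supplementary Table S3 joins circ1377 and circPTEN to Atf6 through miR-3594-5p, with 29 predicted target genes listed for each. Its miRNA-Seq reads were 0 in the 3 control samples and 0, 1 and 0 in the 3 4-NP samples. A count of 0 allows up to 0.128 to 0.135 CPM in the controls, so miR-3594-5p was not measurable at this depth and no change in it was detectable.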

**FIGURE 7:**
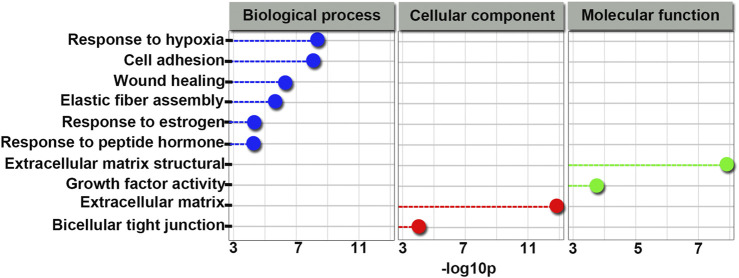
GO terms related to the global integrated ceRNA network involved in the effect of 4-NP on rat sertoli cells. Blue indicates biological processes; green indicates molecular functions and red indicates cellular components.

## Discussion and Perspectives

It is well demonstrated that estrogen plays an important role in the maintenance of male reproduction and homeostasis under physiological Pentikainen et al. (2000) and pathological conditions Chaki et al. (2006) ^.^ Xenoestrogens such as NPs are considered endocrine-disrupting chemicals (EDCs) to which humans are commonly exposed in daily life because of their widespread presence. NPs pose health risks predominantly because of their estrogenic-like effects in interactions with male reproductive systems. For instance, NPs reduce sperm viability and fertility in mature male ducks (Cheng et al., 2016). NPs have adverse effects on testicular structure in male fish Christiansen et al. (1998) and on tight junctions of sertoli cells in male rats (Hu et al., 2014). It has been reported that NPs induce apoptosis Choi et al. (2014) and necrosis Duan et al. (2016) in sertoli cells *via* reactive oxygen species (ROS) generation. It has also been found that NPs enhance the expression of cell cycle control genes in human prostate nontumorigenic cells, which suggests that other pathways may be associated with NP action on prostates (Forte et al., 2016). However, a report have shown that the potential endocrine hazard posed by NPs to humans is likely to be negligible (Moffat et al., 2001).

It has been reported that NPs are widely distributed in the environment, and small amounts of NPs can leach out into the food chain and drinking water Soares et al. (2008), which makes human exposure unavoidable and most likely lifelong. A previous study by the Centers for disease Control and Prevention (CDC) detected NPs in the urine of > 50% of Americans sampled in 2005 (Calafat et al., 2005). In addition, urinary NPs levels have been shown to be associated with increased early maturation and health implications in pubertal girls and with male infertility (Chen et al., 2013).

AR plays crucial roles in the maturation and function of the male reproductive system (Chang et al., 2013). The adverse impacts of chemical substances on male reproductive function are often associated with AR abnormalities, such as changes in AR expression, blocked AR signaling and reduced AR activity (Mylchreest et al., 1999; Manfo et al., 2014). *In vivo* experiments have shown that sertoli cell-specific AR-knockout mice (S-AR (-/y) mice) are infertile, and almost no sperm are detected in the epididymides (Chang et al., 2004). It has been reported that NPs act as AR antagonists Xu et al. (2005) and that the mRNA expression levels of androgen receptor (AR) are downregulated with NP exposure in sertoli TM4 cells (Liu et al., 2014). It has also been found that xenoestrogens with antiandrogenic functions prevent conformational change by stabilizing complexes with associated proteins (Kuil et al., 1995).

Xenoestrogens such as BPA have been reported to contribute to obvious gene expression in prostate cancer cells with somatic AR mutations (Hess-Wilson et al., 2007). It has also been found that NPs induce apoptosis and DNA damage through activation of PARP, Caspase-3, and Histone H2A.X (Kim et al., 2018).

CircRNAs and lncRNAs can act as sponges for miRNAs and participate in a variety of important biological processes (Kumar et al., 2017; Hu et al., 2018; Hu et al., 2019; Ishola et al., 2020). Spermatogenesis is dependent on sertoli cells, whose main function is to provide support and nutrition for spermatogenesis (Riera et al., 2003; Jan et al., 2012). At present, there are few reports about the type, quantity, functions and regulation mechanisms of ceRNAs in sertoli cells of the testis (Qin et al., 2019).

Characterization of ceRNA networks is a new way to discover the underlying mechanisms of the effects of NPs on sertoli cells. However, ceRNA signatures have been poorly examined in NP-treated sertoli cells until now. Therefore, the expression profiles of circRNAs, lncRNAs, mRNAs and miRNAs in NP-treated sertoli cells and controls were detected and analyzed in our study. This study provides a new experimental basis for exploring the role of ceRNAs in the impairment of sertoli cell function induced by NPs. In this study, primary sertoli cells were isolated and treated with a 4-NP or a control. Total RNA was extracted from the samples and then processed to prepare whole libraries. The roles of ceRNAs in the damage of sertoli cell function induced by 4-NP were studied by using Illumina HiSeq sequencing and analysis, bioinformatics, GO and KEGG pathway analysis, and RT-qPCR. In this study, we identified 54 upregulated and 82 downregulated miRNAs, 465 upregulated and 419 downregulated circRNAs, 74 upregulated and 191 downregulated lncRNAs, and 1,747 upregulated and 2,659 downregulated mRNAs. The functional annotations and pathway analyses showed that the most abundant categories were those associated with the functions of sertoli cells and the medicinal properties of NPs. Moreover, a global ceRNA network was also analyzed in this study. Head-to-tail splicing of the RT-qPCR products for *circ673*, *circ1377*, *circ1789* and *circPTEN* was confirmed by Sanger sequencing. The results provide new insights for elucidating the roles of ceRNAs in the functional impairment of NP-exposed sertoli cells and provide data regarding the molecular mechanisms by which ceRNAs participate in the functional impairment of NP-exposed sertoli cells.

In this work, we evaluated reproductive impairment of xenoestrogens 4-nonylphenols (4-NPs) and provided the first insight into the ceRNA expression profiles of rat sertoli cells, which reveal that ceRNAs participate in 4-NP-induced impairment of sertoli cell function, thereby indicating potential therapies for both reproductive toxicology and male infertility. These data improve understanding of the roles of xenoestrogens in male infertility. Further investigations are required to establish the biochemical and molecular bases for reproductive disorders.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Sequence Read Archive under accession number GSE167912.

How the deposited data were processed for this re-analysis (not part of the article)

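The miRNA-Seq part of the study was analysed, with 3 control samples and 3 samples of rat primary sertoli cells treated with 0.5 mM 4-NP for 24 h. The circRNA, lncRNA and mRNA sequencing, the quantitative PCR, the western blots and the GO and KEGG analyses were not analysed here. The result for a further predicted target gene in Supplementary Table S3 is not reported here. Sample groups and replicate numbers were taken from the sample labels and the paper, and the treated columns were matched to the treated samples by their number.

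The authors excised short RNA from a gel, ligated adapters with unique molecular identifiers, amplified and sequenced the libraries, checked the reads with FastQC and deposited 1 table with the read count of each small RNA in each sample, without normalization. The paper's text does not name the aligner, the miRNA database, the genome build or the rule by which reads were assigned to a class of small RNA. Besides the counts, the deposited table has a further column per sample named for the molecular identifiers. Its values are not numbers of molecules, since each of the 673 known mature miRNAs has the value 1 in every sample in which it has reads, and they entered no test of expression.

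The table has 2363 rows, of which 734 are mature miRNAs (673 known and 61 predicted by the authors), 4 are totals over exons, introns, intergenic sequence and repeats, and 1625 are other small RNAs. The 4 totals name no gene and were left out of library sizes and tests. Per sample, exons held 1.72 to 2.46% of the counted reads, introns 0.791 to 1.75%, intergenic sequence 0.431 to 0.718% and repeats 0.558 to 1.13%. The sum of a sample's counts on mature miRNAs was used as its library size. These sums were 22291892 to 23426742 in the controls (median 23097370) and 20023200 to 22130929 after 4-NP (median 21895453). A count of 0 was taken to allow up to 3 reads, which is 0.128 to 0.150 CPM depending on the sample.

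Counts were analysed in R 4.3.3 with edgeR 4.0.16. The main test was edgeR's two-sided quasi-likelihood F test with TMM normalization and no replicate block, as the study's methods name edgeR and no block. The filterByExpr function with its default values left 549 of the 734 miRNAs, and the common dispersion was 0.118. The study's thresholds were used (fold change over 2 or under 0.5, p under 0.05), and a second count used a Benjamini-Hochberg adjusted p under 0.05 with no limit on the fold change. Standard errors of log2 fold changes were computed from the fold change and the F statistic. Means and SDs are of TMM-scaled CPM. Sets of miRNAs were tested with camera at a preset correlation of 0.01, for sets with at least 3 tested members. The miR-290 to miR-295 cluster had fewer tested members and was not tested in the main analysis. Without a filter on low counts, 6 sets had an adjusted p under 0.05 from camera. The miR-200 and miR-141 family (0.0865) and the let-7 family (0.25) were not among them. That number therefore includes a set that the main analysis did not test. Separation of the groups was the mean distance between groups minus the mean distance within groups, with the distance 1 - r of log2(CPM + 1), and its exact permutation test used the 10 splits of the 6 samples.

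The text names the 5 miRNAs with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, no overlap between the groups and a mean of at least 20 reads per sample. It also names the 8 miRNAs of Supplementary Table S3 and the most abundant miRNA. This rule, the tests, the miRNA sets and most alternatives were fixed before the data were examined. Those alternatives were DESeq2 1.42.0, total-count scaling, RLE factors, edgeR's classic exact test, no filter on low counts, at least 10 counts in every sample, a replicate block, limma 3.58.1 on log2(CPM + 1) and on log2(CPM + 0.1), known miRNAs only, camera with an estimated correlation, fry and the omission of each sample in turn. Of the alternatives, 2 were added after the values were seen: the summed counts of overlapping miRNA genes, and the classic exact test without a filter on low counts. The tests of the other small RNAs, with the effective library sizes of the miRNAs, and all their alternatives were also chosen after the data were examined. Lists of erythroid, myeloid, endothelial, liver, smooth muscle or myoid and striated muscle miRNAs, written before the data were examined, served only to weigh RNA from other cells.

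Names of miRNA genes and their overlaps came from a gene table of the GRCr8 assembly. Of its 466 miRNA genes, 414 were matched to the counted miRNAs, and 662 of the 673 known mature names were matched to a gene. The assembly behind the deposited counts is not named, so no coordinates are given. Names in Figure 3A were read by eye, and its colours were read from the picture with Python 3.11.15 and Pillow 12.0.0.

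The procedure was tested on simulated data drawn from the means and library sizes of the real samples. Every simulated miRNA had the same dispersion, and each simulated change was larger than 2-fold. The test therefore does not cover smaller changes or miRNAs with a wider spread between replicates. Of the 192 changed miRNAs among 528 tested, edgeR recovered 96.4% at an adjusted p under 0.05 and called 2.38% of the unchanged ones. DESeq2 recovered 96.9% and limma 95.8%. In simulated data without any change, edgeR called 0 of 531 miRNAs.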

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

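The tests in this part were all chosen after the results were seen. The table also counts 1625 small RNAs other than mature miRNAs, on which the paper does not report. Of these, 738 had enough reads to be tested, and on the scaling of the miRNAs 110 were higher and 58 were lower after 4-NP at an adjusted p under 0.05 from edgeR's quasi-likelihood test. On this scaling the median log2 fold change of all 738 was 0.46, against 0.06 with TMM factors computed from the other small RNAs themselves, and the changes below are to be read against that shift. With those factors 65 were higher and 76 lower, so the share of higher ones among the calls went from 65.5% to 46.1%, and with DESeq2 76 were higher and 86 lower (46.9%). Omission of 1 sample also moved the number, to 179 without 4-NP replicate 2 and to between 51 (without 4-NP replicate 3) and 72 (without 4-NP replicate 1) without any of the other samples. Of the 10 splits of the 6 samples, 1, the real one, gave as many as 168 in all, and the other 9 gave 0. A share under 0.1 cannot be had from 10 splits. From the families with at least 1000 reads per sample on average, a log2 fold change over 1, an adjusted p under 0.05 and no overlap between the groups, piRNAs and miRNA precursors apart, 8 are described here. This choice too was made after the values were seen.

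Vault RNA, a short RNA of the vault particle, rose from 6.15 ± 1.21 to 312 ± 86.9 CPM (SD, n = 3 each), from 110, 185 and 130 reads in the controls to 8210, 4323 and 7730 after 4-NP. Its log2 fold change was 5.66 (standard error 0.34, adjusted p = 0.000371 in edgeR), and it was higher in 3 of 3 treated samples. It stayed between 5.53 and 5.95 when each sample was omitted in turn, and its adjusted p was at most 0.00822 under every alternative run. If more structured RNA had been broken into short fragments, other structured RNAs would rise too. The median log2 fold change was 0.64 for the 138 tested snoRNAs and 0.86 for the snRNAs. It was 2.81 for the 8 tested ribosomal RNA families and 1.84 without the 4 named for bacteria, archaea or 23S ribosomal RNA. tRNA had 2.03. Each was below the 5.66 of vault RNA, but the classes differ, so breakdown cannot be excluded as part of the rise. Vault RNA kept its rise under each scaling, which argues against scaling as the whole cause. A response of vault RNA to 4-NP is a candidate explanation that remains open, as does a change in the fragments that enter the library.

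The small cytoplasmic RNA family of MALAT1 and MEN beta had a log2 fold change of 3.10 (standard error 0.37, adjusted p = 0.00191 in edgeR), the family named transfer-messenger RNA one of 1.60 (standard error 0.21, adjusted p = 0.00273), the eukaryotic large subunit ribosomal RNA one of 2.60 (standard error 0.40, adjusted p = 0.00607) and tRNA one of 2.03 (standard error 0.38, adjusted p = 0.0127). Each was higher in 3 of 3 treated samples than in any control. tRNA rose above an adjusted p of 0.05 without control replicate 1 (0.057) and without control replicate 3 (0.061). With vault RNA, these are the 5 families that kept an adjusted p under 0.05 under each scaling, and with TMM factors from the other small RNAs the lowest of their log2 fold changes was 1.20. That value argues against scaling as the whole cause of these rises.

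The other 3 families depended on the setting. The 5.8S ribosomal RNA had a log2 fold change of 1.27 (standard error 0.29, adjusted p = 0.0246 in edgeR), and its adjusted p rose above 0.05, to 0.0861 at most, in the 5 fits without control replicate 1, 2 or 3 or without 4-NP replicate 1 or 3. The bacterial large subunit ribosomal RNA had one of 4.12 (standard error 1.17, adjusted p = 0.0491) from 94, 89 and 454 reads in the controls and 566, 2943 and 7114 after 4-NP, and its adjusted p rose to between 0.0552 and 0.163 in the 5 fits without control replicate 1, 2 or 3 or without 4-NP replicate 2 or 3. Y RNA had one of 3.92 (standard error 1.12, adjusted p = 0.0499) from 5237, 8892 and 16692 reads in the controls and 23619, 348077 and 60002 after 4-NP. Its adjusted p was 0.155, 0.179 and 0.103 without control replicates 1, 2 and 3, 0.0544 without 4-NP replicate 2, where the log2 fold change was 2.16, 0.0681 without 4-NP replicate 3 and 0.0516 with scaling to all reads. With TMM factors from the other small RNAs, the log2 fold change was 3.76 (standard error 1.14, adjusted p = 0.0686 in edgeR) for the bacterial large subunit and 3.66 (standard error 1.16, adjusted p = 0.077) for Y RNA, and DESeq2 gave adjusted p values of 0.000393 and 0.000669. Most of both rises stayed, which argues against scaling as the whole cause, although the calls depend on the setting. For 5.8S ribosomal RNA, 0.86 (standard error 0.26, adjusted p = 0.0651 in edgeR) was left with those factors, and DESeq2 gave an adjusted p of 0.0239. As these tests fall on either side of 0.05, scaling and a change of the RNA cannot be told apart for the 5.8S ribosomal RNA.

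For the ribosomal RNAs and tRNA, more breakdown of structured RNA into short fragments in treated cells is a candidate explanation. It needs the ribosomal RNAs of the rat to rise. Of the 8 tested ribosomal RNA families, 4 are named for bacteria, archaea or 23S ribosomal RNA. On the scaling of the miRNAs, the other 4 had log2 fold changes of 0.69 to 2.60, with a median of 1.84. All 4 were higher at an adjusted p under 0.05 on that scaling. With TMM factors from the other small RNAs, the eukaryotic large subunit kept its call (2.26, adjusted p = 0.0164 in edgeR). The 5.8S ribosomal RNA did not (0.86, adjusted p = 0.0651 in edgeR), so the calls of all 4 do not hold under each scaling. The same rise would be seen if these RNAs were made in larger amounts. The explanations therefore cannot be told apart from counts of short fragments, and the effect of 4-NP itself stays open.

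The families named for bacteria may be reads from another organism, or reads of the rat that match these families. All 7 tested families of bacterial or archaeal ribosomal RNA and transfer-messenger RNA were higher after 4-NP, 5 of them at an adjusted p under 0.05 in edgeR. Log2 fold changes were 4.10 for the bacterial small subunit (adjusted p = 0.125), 3.01 for the archaeal large subunit (adjusted p = 0.03), 6.16 for a 23S ribosomal RNA pseudoknot (adjusted p = 0.0499), 3.21 for the transfer-messenger RNA of Betaproteobacteria (adjusted p = 0.000617) and 3.35 for that of Alphaproteobacteria (adjusted p = 0.0629), and lowest, at 1.60, for the family named transfer-messenger RNA alone. These families were chosen after their values were seen. The reads' sequences were not used here, so contamination and reads of the rat cannot be told apart.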

How the results depend on the processing

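Most alternatives were fixed before the data were examined. The summed overlapping genes, the exact test without a filter and every alternative for the other small RNAs were chosen after seeing the data.

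At the study's thresholds, 32 miRNAs were higher and 54 lower. The number of higher miRNAs was 21 with at least 10 counts in every sample, where 476 miRNAs were tested, and 18 with limma on log2(CPM + 1), a scale that understates the change of miRNAs with few reads. Across the other alternatives that kept all 6 samples it ran from 27 to 42, and the number of lower miRNAs ran from 37 to 71 across all of them. In the 6 fits that each left out 1 sample, 27 to 35 were higher and 45 to 60 lower. Of the 86 miRNAs past the thresholds, 79 were also past them in DESeq2, 85 without the filter on low counts, and 54 with limma on log2(CPM + 1). At an adjusted p under 0.05, 41 were higher and 70 lower, 29 to 42 and 51 to 66 in the fits without 1 sample. The share of higher miRNAs moved by less than 10 percentage points under each scaling, from 37.2% to at most 39.3% (total-count scaling) at the study's thresholds and from 36.9% to at most 44.6% (DESeq2) at an adjusted p under 0.05.

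Samples that share a replicate number did not deviate together, with correlations of their deviations of -0.30, -0.26 and -0.02 for numbers 1, 2 and 3, and neither the paper nor the labels say that a number marks a shared batch. With a replicate block, 26 miRNAs were higher and 56 lower at an adjusted p under 0.05, 29 and 51 were past the study's thresholds, and the separation of the groups was 0.0204. The block raised the adjusted p of novel_mir3 to 0.0529, that of miR-3557-5p to 0.0931 and that of miR-615 to 0.0699 in edgeR. For the other small RNAs it gave 37 higher and 30 lower, with adjusted p values of 0.0706 for tRNA, 0.0682 for 5.8S ribosomal RNA and 0.119 for Y RNA. The cause was not tested.

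The number of Supplementary Table S3 miRNAs past the study's thresholds was 1, and it was 0 with at least 10 counts in every sample, a filter that removes miR-615, and 0 with limma on log2(CPM + 1). It was 1 in every fit without 1 sample. Of the 7 miRNA sets tested, 6 had an adjusted p under 0.05, but 3 with at least 10 counts in every sample, where 6 sets could be tested, and 1 with camera at an estimated correlation, and 4 to 6 in the fits without 1 sample. The cause was not tested. The direction of each set's median was the same in every alternative that tested it. The miR-183, miR-96 and miR-182 cluster had too few members left for a test with at least 10 counts in every sample.

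miR-21-5p did not differ between the groups in any setting, and its log2 fold change of -0.0013 changed sign to 0.0351 with DESeq2, 0.0209 with total-count scaling, 0.0351 with RLE factors, 0.0366 without a filter on low counts, with the quasi-likelihood and with the exact test, 0.00128 with the replicate block, 0.0013 with limma at both pseudocounts and 0.0509 with summed overlapping genes. It ran from -0.069 to 0.0887 in the fits without 1 sample. Its position near 0 shows why the sign is not fixed.

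The mean replicate correlation of 0.983 in the controls was 0.973 with a pseudocount of 0.1, 0.972 with Spearman's rho, 0.987 without a filter on low counts and 0.988 with at least 10 counts in every sample. That of 0.979 in the 4-NP samples was 0.969, 0.968, 0.984 and 0.984 in the same order, and 0.956 over the miRNAs past the thresholds only. With 1 sample left out, they ran from 0.981 to 0.987 and from 0.979 to 0.982. The cause was not tested. The separation of 0.0177 ran from 0.0130 to 0.161 across the alternatives and from 0.0157 to 0.0195 without 1 sample, and the tree parted the groups in each of them.

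For the other small RNAs, the 110 higher became 65 with their own TMM factors, 102 with scaling to all reads and 76 with DESeq2, and 51 to 179 without 1 sample. The 58 lower became 76, 59 and 86 in the same order, so lower ones outnumbered higher ones with their own TMM factors and with DESeq2, and 40 to 62 without 1 sample, outnumbering the higher ones without 4-NP replicate 3 (56 against 51). With their own TMM factors the median log2 fold change of these RNAs moved from 0.46 to 0.06, which lowers the number of higher ones.

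Of 481 other comparisons of a named miRNA, set or RNA family with an alternative, 397 kept direction and side of the threshold, 69 kept the direction only, 2 passed the threshold newly and 13 (all of miR-21-5p) changed sign. Depth limits the miRNAs of Supplementary Table S3, since 4 of the 8 had too few reads to be tested.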

Differences from the paper's values

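The paper reports 54 miRNAs as higher after 4-NP, against 32 found here at the same fold change and p thresholds with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, no filter on low counts brought the number within 1.5 times of the paper's, with 42 higher miRNAs. The others did not: DESeq2 gave 32, total-count scaling 35, RLE factors 34, the classic exact test 34, limma on log2(CPM + 0.1) 30, the replicate block 29, known miRNAs only 27, at least 10 counts in every sample 21, limma on log2(CPM + 1) 18, and the fits that each left out 1 sample 27 to 35.

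For lower miRNAs, the paper's number is 82 and the number found here is 54. Of the alternatives set before the data were examined, no filter on low counts gave 69, limma on log2(CPM + 0.1) gave 56, the classic exact test gave 55, and the fits without 4-NP replicate 1 and without 4-NP replicate 3 gave 60 each, all within 1.5 times of the paper's. The other alternatives set before the data were examined stayed further away, from 37 with limma on log2(CPM + 1) to 54 with total-count scaling. The classic exact test without a filter on low counts, chosen after seeing the values, gave 42 higher and 71 lower. None of the settings run gave 54 higher and 82 lower. By the direction of mean CPM alone, without a threshold, 54 of the 135 matched names of Figure 3A were higher after 4-NP and 81 were lower.

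Of the 135 miRNAs of Figure 3A that could be matched, 86 passed the thresholds here. The figure also holds 32 that were removed by the filter on low counts, none with more than 157 reads in the 6 samples together, and 17 that were tested with a p of 0.05 or more. Without the filter, 109 miRNAs of the figure passed, 24 of them beyond the 86. The exact test without the filter, chosen after seeing the values, passed 110. Further miRNAs of the figure passed with total-count scaling (2), DESeq2 (2), the classic exact test (3), limma on log2(CPM + 0.1) (5), limma on log2(CPM + 1) (1), the replicate block (1), known miRNAs only (1), the overlapping genes summed (2, chosen after seeing the values) and without control replicate 1 (3), 2 (5) or 3 (2) or 4-NP replicate 1 (10), 2 (1) or 3 (8). In at least 1 setting fixed before the data were examined, 122 of the 135 passed.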

Other observations

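The tests in this part were chosen after the results were seen, apart from the tests of miRNA sets. Each result was compared with the other ways to split the 6 samples into groups of 3. Of the 10 splits, 1, the real one, gave as many miRNAs past the fold change and p thresholds (86, against 2 to 11 in the other 9), and 1 gave as many with an adjusted p under 0.05 (111, against 0 to 1). For miRNA sets with an adjusted p under 0.05 it was also 1 (6, against 2 to 4), as for Supplementary Table S3 miRNAs past the thresholds (1 miRNA, against 0). The smallest share that 10 splits allow is 0.1, so this share alone decides nothing. In simulated data without any change, edgeR called 0 of 531 miRNAs. Every miRNA there had the same dispersion, so this does not cover miRNAs with a wider spread.

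Of the 7 miRNA sets tested with camera, 6 had an adjusted p under 0.05. Several sets were written because their members appear in Figure 3A, which was made from these samples, so they are not independent evidence. The X-linked miR-463 to miR-883 cluster fell in all 17 tested members (median log2 fold change -3.12, adjusted p = 1.51e-17 from camera in edgeR), and the Dlk1-Dio3 imprinted cluster fell in 61 of 72 (median -0.42, adjusted p = 5.34e-06). The miR-200 and miR-141 family fell in 5 of 5 members (median -1.12, adjusted p = 0.0483). Higher sets were the miR-183, miR-96 and miR-182 cluster in 3 of 3 members (median 2.27, adjusted p = 0.00221), the miR-34b, miR-34c and miR-449 family in 4 of 5 (median 1.11, adjusted p = 0.00221) and the miR-17 to miR-92a cluster in 11 of 12 (median 0.39, adjusted p = 0.0483). The let-7 family did not pass (median 0.10, adjusted p = 0.334). Under fry, 5 of the 6 held, all but the miR-17 to miR-92a cluster, and with a correlation estimated from the data 1 held, the X-linked cluster (adjusted p = 0.00766). In the fits that each left out 1 sample, the miR-200 and miR-141 family lost its call without control replicate 2 (adjusted p = 0.0692 from camera in edgeR), and the miR-17 to miR-92a cluster without control replicate 2 (0.103), 4-NP replicate 1 (0.0916) or 4-NP replicate 3 (0.0517). With DESeq2 both were above 0.05 as well, at 0.267 and 0.104. So they were with edgeR's classic exact test (0.123 each) and with at least 10 counts in every sample (0.0638 and 0.0501). In the settings added after the values were seen, both were at 0.103 with summed overlapping genes. They were at 0.228 and 0.0886 with the exact test without a filter. The miR-200 and miR-141 family also lost its call without a filter on low counts (0.0865). The gene of the miR-183 member of its cluster overlaps another, and the counting may have split reads between them, as described below. The median of 2.27 is the value of this member, and with summed overlapping genes the median of the cluster was 1.73.

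Together the 23 counted miRNAs of the X-linked cluster, 22 of which are in Figure 3A, fell from 680 ± 76.1 to 82.6 ± 13.3 CPM (SD, n = 3 each), 8.24-fold lower, with 610, 671 and 761 CPM in the controls and 67.7, 86.4 and 93.6 after 4-NP. Of the 17 tested members, 16 had no overlap between the groups, where chance gives 10%. The text of the paper does not single out this cluster. Scaling uses 1 factor per sample and so shifts all miRNAs alike, but the median log2 fold change of the cluster minus that of the other tested miRNAs was -3.13, a gap that no such factor gives. The fall may come from lower expression in the cells or from the loss of a kind of cell that carries the cluster. The miR-34b, miR-34c and miR-449 family did not fall with it but rose by a median of 1.11, in 4 of 5 tested members. This argues against the latter only if the same cells carry both groups. Reads of the mir-449 precursor went the other way, with a log2 fold change of -2.66 (standard error 0.92, adjusted p = 0.083 in edgeR). Of the 460 tested piRNAs, 42 were lower and 69 were higher at an adjusted p under 0.05 in edgeR, on the scaling of the miRNAs. It is not known here which cells carry the cluster, the family or the piRNAs, so lower expression and fewer such cells cannot be told apart. An effect of 4-NP on the expression of the cluster therefore remains a hypothesis.

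The counts of let-7a-5p were 75439, 53392 and 53251 in the controls and 1929, 4113 and 65192 after 4-NP, while those of miR-3596a were 2795, 6106 and 2102 in the controls and 63048, 52410 and 986 after 4-NP. The genes of both overlap in the GRCr8 assembly. A candidate explanation is that the counting gave reads of the overlap to either gene, differently from sample to sample. The summed counts had a log2 fold change of 0.091 (standard error 0.15), in line with this explanation. miR-434-3p and miR-3543 form another such pair, with 5609, 2006 and 7324 reads of miR-434-3p in the controls and 43, 446 and 1118 after 4-NP, and 1372, 6748 and 1788 reads of miR-3543 in the controls and 7367, 7738 and 4542 after 4-NP. Their sum changed by a log2 fold change of -0.085 (standard error 0.21). Across the table, pairs of miRNAs whose counts varied within a group by an SD over 0.5 on the log2 scale were called steady in sum when the sum varied less than 0.5 times as much as either member. Of 11 such pairs from overlapping genes, 10 (90.9%) were steady in sum, against 93 of 2474 other pairs (3.76%; Fisher's exact test, p = 1.03e-13, over pairs that are not independent). Of the 10 pairs, 5 have a member in Figure 3A, 8 miRNAs in all. None of the 20 miRNAs reached an adjusted p under 0.05 and 3 had an unadjusted p under 0.05, but the sum did in 3 pairs: miR-183-5p with miR-3553 (log2 fold change 1.72), miR-3557-3p with miR-378a-5p (0.73) and miR-3560 with miR-501-3p (0.83). These names were chosen after their values were seen. No biological explanation was tested for the opposite movements of these counts within a group.

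Figure 3A was compared with the table cell by cell. In all 810 cells of the 135 matched miRNAs the colour was red where there were reads (714 cells) and green where there were 0 reads (96 cells). This split alone cannot tell the read counts from the column named for molecular identifiers. The 679 cells with the value 1 in that column had counts from 1 to 174746 and yet a red level between 182 and 188. Across these cells the red level had a Pearson r of -0.12 with the log2 count. In the 35 cells with a value over 1, up to 6, the red level ran from 209 to 252 and rose with that value (Spearman's rho 0.94 across cells, which are not independent). These values are in line with colours drawn from that column rather than from read counts, so a cell's colour shows whether reads were present more than how many. The column order was read from the figure's own labels.

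Among the marker miRNAs of other cells, the 2 tested erythroid miRNAs had a median log2 fold change of 3.42, 1 with an adjusted p under 0.05. The liver list had 1 tested miRNA, miR-122-5p, at 4.98 (0.244 ± 0.283 CPM in the controls and 7.67 ± 11.8 CPM after 4-NP, SD, n = 3 each, adjusted p = 0.0923 in edgeR). Medians were -0.37 for the 3 tested myeloid miRNAs and 0.25 for the 3 of striated muscle, with 0 at an adjusted p under 0.05 in either list. The 4 tested smooth muscle or myoid miRNAs had a median of -0.58, 2 of them past the adjusted threshold, and the 2 tested endothelial miRNAs one of -1.09, both past it. How many of these miRNAs sertoli cells express themselves is not known here.

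The rise of miR-451-5p, from 252, 247 and 895 reads to 1300, 6107 and 13743, may come from RNA of blood cells or serum rather than from sertoli cells. Its call was lost without control replicate 1 or 2 or without 4-NP replicate 2 or 3, with adjusted p values of 0.0689 to 0.123 in edgeR. More myeloid cells would bring miR-142-3p, which had a log2 fold change of -0.67 and 147, 102 and 117 reads in the controls against 99, 47 and 75 after 4-NP, and both miR-142-5p (log2 fold change -0.37) and miR-223-3p (1.12, standard error 0.61, from 62, 46 and 74 reads to 42, 218 and 108) stayed below the 3.99 of miR-451-5p. miR-223-3p went the other way from miR-142-3p. No rise of miR-142-3p was seen, and its fall was not established (standard error 0.29, adjusted p = 0.15 in edgeR). The absence of a rise argues against myeloid cells as the whole source. For RNA from serum or blood, 7 of 7 small RNAs thought of as such (miR-451-5p, miR-486, miR-122-5p, miR-223-3p, Y RNA and the bacterial large and small subunit ribosomal RNAs) had their highest control level in control replicate 3 and their lowest treated level in 4-NP replicate 1, an order that 10.6% of 1287 tested small RNAs have and that chance gives to 11.1%. These 7 were picked after their values were seen, so the order decides nothing, and an effect of 4-NP on miR-451-5p and RNA from serum or blood cannot be told apart.

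Fewer smooth muscle or myoid cells would lower both arms of miR-145 by the same factor, but the log2 fold changes of miR-145-5p and miR-145-3p differed by 1.56 (standard error 0.20). That difference argues against fewer such cells as the whole cause of the fall of miR-145-3p. For fewer endothelial cells, miR-126a-3p had a log2 fold change of -1.02 (adjusted p = 0.00419 in edgeR) and miR-126a-5p fell by 1.16. Lower expression of miR-126a would give the same values, so the loss of endothelial cells and lower expression after 4-NP cannot be told apart.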
